A study of Mus musculus with 8 samples.

How the data were processed

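Total RNA from laser-microdissected neocortical layers II-IV of mouse pups at postnatal day 5 was hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per pup. Per the labels, 4 pups were controls (Bcl6 flox/flox without Cre) and 4 were Bcl6 mutants (Bcl6 flox/flox with 1 copy of a Cre gene placed in the Nex locus). Nex is another name of Neurod6, a transcription factor gene of postmitotic excitatory neurons of the cortex, so Cre is made in those neurons. The design text describes each group as separate pups, so the spread between arrays of a group holds differences between animals as well as technical ones.

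The authors deposited 1 log2 value per probe set and array, for 35556 probe sets on 8 arrays. Per the labels, the values came from BRB-ArrayTools, a package for array analysis. The background correction, the normalization, the summarization of probes and the software version are not given in the sources used here. That the deposited values are log2 was read from the table itself. They run from 0.74 to 13.63, and the natural log of the 65535 steps of a 16-bit scanner is 11.09. The medians of the 8 arrays lay between 4.94 and 5.01 and the correlations between arrays between 0.9904 and 0.9939, and no 2 columns were identical. The table holds no signal of single probes, no detection calls and no background. Levels near the floor therefore could not be marked as undetected, and the precision is limited by the number of arrays.

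Probe sets were named from a table of the platform's annotation, with symbols set to those of the GRCm38.p6 gene table through the Entrez identifier. Of its 23410 probe sets, 21789 named 1 gene and 1621 named several, and 21698 matched by identifier. A further 12146 probe sets of the deposited table had no name there. Only probe sets naming 1 gene were used, and where a gene had more than 1 (999 genes) the one with the highest mean over the 8 arrays was kept. This left 19938 genes. Genes without such a probe set here, among them several of the fixed lists, were not analysed here. The build behind the probe sets is not stated in the sources used here, so no coordinates are given. The gene table served only for names, for chromosomes and for which genes neighbour each other.

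Mutant and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the only term, all 8 arrays, two-sided). P-values were adjusted over the 19938 genes by Benjamini-Hochberg, with a threshold of 0.05. No filter on dim genes was applied. Differences are mutant minus control on the log2 scale, with the moderated standard error (SE), and 95% intervals use limma's total degrees of freedom. Single values of Bcl6 and Neurod6 were also tested with an exact permutation test, for which 0.0286 is the smallest two-sided p that 4 against 4 arrays allow.

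The gene lists (33 tested, each with at least 5 members) were fixed before the data were examined, as were the design, the rule for named genes and the alternatives unless stated otherwise. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry were the alternatives. Intervals of list medians come from 10000 bootstrap draws of the members and treat genes as independent, which they are not. The named genes were Bcl6 and Neurod6, then the 12 with the largest rise and the 12 with the largest fall among genes past the threshold whose groups did not overlap. Where fewer passed, the list was filled with the smallest p in that direction. Up to 4 members of each list described, those of smallest p, and all members past the threshold were also named. Predicted genes, olfactory and vomeronasal receptors and small RNAs were left out of the largest rises and falls.

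The fit and the list test were tested on simulated data with the real levels and variances of the 19938 genes. In 20 simulations of this comparison with 200 changed genes each, steps of 0.5 up and down on the log2 scale were recovered in 93.7% and 93.0% of cases and steps of 1 in 100.0%, while 6.35% of the calls were unchanged genes. Simulated errors were normal and independent between genes, which the real ones need not be. Each simulation also held 200 changed genes, against 13 calls in the real data. The adjusted threshold is stricter where fewer genes change, so recovery in the real data can be lower. An astrocyte list moved by 0.2 was called in 20 of 20 simulations.

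The replicate numbers in the labels are not said to pair pups and were not treated as pairs. The alternatives were quantile normalization, median centring, 2 filters on dim genes, a trend or a robust prior, array weights, the replicate number as a block, the mean of a gene's probe sets, every probe set as its own row, a two-sample test per gene, other thresholds, the mean level of the Y-linked genes as a covariate, and leaving out each array. The Y-linked covariate used Eif2s3y, Kdm5d and Uty, since Ddx3y was not analysed here. Cyclic loess normalization and leaving out the 2 arrays with Xist signal were added after the data were seen, as were the estimated correlation in each alternative and other p thresholds around Neurod6.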

Results

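Expression was measured in layers II-IV of the neocortex of 8 mouse pups at postnatal day 5, 4 labelled Bcl6 control and 4 labelled Bcl6 mutant, with 1 array each. Bcl6 encodes a zinc-finger transcriptional repressor, and in the mutants its floxed alleles were exposed to Cre made in excitatory cortical neurons. Per the series title, the question was how Bcl6 bears on the developmental death of cortical projection neurons. The 19938 genes tested had a median level of 5.56 (log2) in the controls, and the median SE of a difference between genotypes was 0.079.

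The genes of both engineered loci were examined first. The Bcl6 probe set was not lower in the arrays labelled mutant. It read 6.55, 6.58, 6.25 and 6.23 in control replicates 1 to 4 and 6.61, 6.76, 6.96 and 6.78 in mutant replicates 1 to 4, a difference of 0.37 ± 0.10 (SE, n = 4 per group). All 4 mutant values lay above all 4 control values (exact permutation p = 0.0286, two-sided), while limma's adjusted p over all genes was 0.655. A single probe set summarises the Bcl6 transcript, and which of its probes lie in the deleted part is not given in the sources used here, so this value checks neither the deletion nor the labels. Neurod6, whose locus carries Cre on 1 allele in mutants, was 9.22 ± 0.13 (SD, n = 4) in controls and 8.83 ± 0.17 in mutants. That is a difference of -0.39 ± 0.09 (SE), or 1.31-fold more in controls. All 4 arrays labelled mutant lay below all 4 controls (exact permutation p = 0.0286, two-sided; limma adjusted p = 0.535). Because the Bcl6 signal does not show the deletion, "mutant" here and below means the arrays labelled mutant, and every direction rests on those labels.

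The comparison of mutant with control pups asked which transcripts of layers II-IV differ when Bcl6 is targeted in excitatory neurons. Of the 19938 genes, 10 rose and 3 fell, by 0.45 to 1.86 on the log2 scale, and in all 13 the mutant and control values did not overlap. Islr2, a membrane protein with leucine-rich repeats that acts in axon guidance, rose most, from 6.94 ± 0.27 (SD, n = 4) to 8.80 ± 0.01, which is 3.63-fold (limma adjusted p = 1.08e-05). Socs2, a suppressor of cytokine and growth hormone signalling, rose 2.31-fold, from 7.80 ± 0.27 to 9.01 ± 0.03 (adjusted p = 0.00096). Its other probe set also read higher in mutants, by 0.92 ± 0.11 (SE) against 1.21 for the one used. Kif13a, a kinesin motor that carries endosomal cargo, rose 1.97-fold, from 6.10 ± 0.13 to 7.07 ± 0.16 (adjusted p = 0.0011). Foxo1, a forkhead transcription factor controlled by insulin and growth factor signalling, rose 1.66-fold, from 7.33 ± 0.21 to 8.06 ± 0.15 (adjusted p = 0.032).

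The other genes that rose were changed by less than Foxo1. Tpbg, a membrane glycoprotein, rose 1.57-fold, and Pkp2, a desmosome component, rose from a low level of 3.95 to 4.53. Chrm3, a muscarinic acetylcholine receptor, rose 1.46-fold, and Mpped2, a metallophosphoesterase, rose 1.43-fold. Nefm, the medium neurofilament chain, and Spock1, a testican proteoglycan, each rose 1.43-fold. The adjusted p of these 6 genes in limma lay between 0.024 and 0.045. The 3 genes that fell were Cdh8, Wdr66 and Lefty2. Cdh8, a cadherin of cortical neurons, went from 9.18 ± 0.06 (SD, n = 4) to 8.55 ± 0.15, so that controls held 1.55-fold more (adjusted p = 0.022). Wdr66, a WD-repeat protein of motile cilia, fell by 0.51 and Lefty2, a secreted inhibitor of Nodal signalling, fell by 0.45, both at low levels of 4.90 and 5.51 in controls (adjusted p = 0.037 and 0.032).

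**Figure D1:**
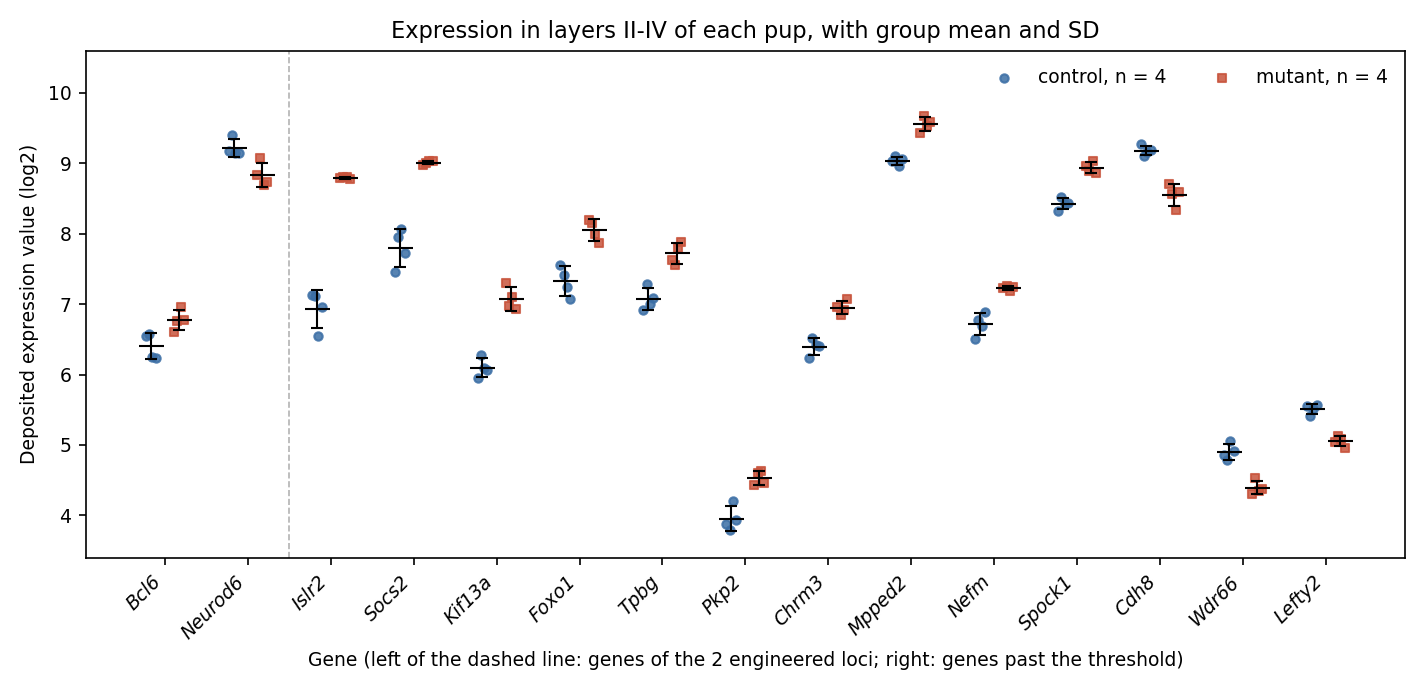
Deposited log2 expression values (y axis) of Bcl6, Neurod6 and the 13 genes past the threshold (x axis), with a point per array for 4 control and 4 mutant pups and bars for the group mean and SD. Control and mutant points do not overlap in any of the 15 genes, and Islr2 shows the widest gap, from 6.94 to 8.80.

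Next below the threshold among higher genes were Abi3bp (0.42 ± 0.07, SE) and Stk32b (0.39 ± 0.07), with limma adjusted p of 0.136 and 0.144. Among lower genes the same rule named Cabp4 (-0.50 ± 0.09), Ifi213 (-0.51 ± 0.10), Mss51 (-0.31 ± 0.06), Hdac9 (-0.36 ± 0.07), Gapt (-0.41 ± 0.08), Rsph6a (-0.35 ± 0.08), Fam180a (-0.45 ± 0.10), Radx (-0.37 ± 0.08) and Rsph14 (-0.27 ± 0.06), with adjusted p from 0.189 to 0.491. Hdac9, a class IIa histone deacetylase, was the only one of these 9 with a control level above the median, at 8.21. Groups that do not overlap were seen in 549 genes or 2.75%, and chance gives 2.86%.

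Islr2, Socs2 and Kif13a were called in all 8 fits that left out 1 array, Cdh8 in 3, Mpped2 in 2 and each of the other 8 genes in 1. The genes called higher and lower numbered 4 and 0 without control replicate 1, 9 and 4 without control replicate 2, 4 and 0 without control replicate 3, and 5 and 0 without control replicate 4. They numbered 4 and 1 without mutant replicate 1, 3 and 0 without mutant replicate 2, 3 and 1 without mutant replicate 3, and 3 and 0 without mutant replicate 4. Where none was called lower, 569 to 722 genes were lower at an unadjusted p under 0.05 in limma. Chance gives a share of 0.05 over both directions. Over all 8 arrays 979 of the 19938 genes were at that p, so no excess was seen. These were 326 higher and 653 lower, against 480 and 462 after quantile normalization. After that normalization 8 genes were called higher and 1 lower, against 10 and 3, and the median difference over all genes moved from -0.0096 to -0.00011. Xist, the X-inactivation RNA, read 9.78 and 9.76 in mutant replicates 1 and 4 and 2.64 to 3.41 in the other 6 arrays, and these 2 mutants also had the lowest levels of Y-linked Kdm5d, Eif2s3y and Uty. Without them, 2 genes were called higher (Islr2 and Kif13a) and 0 lower in limma, with 347 higher and 562 lower at an unadjusted p under 0.05.

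The fixed gene lists asked whether neuron classes, other cell types or pathways moved as groups. None of the 33 lists passed the test: camera's smallest adjusted p was 0.0992, 8 lists had an unadjusted p under 0.05, and with an estimated correlation, which reached 0.546 in a list against the preset 0.01, the smallest adjusted p was 0.909. List medians lay between -0.073 and 0.039 on the log2 scale. Fry called 0 lists for a one-way shift, with 0 at an unadjusted p under 0.05, and 3 for changes in either direction: the B cell BCL6 targets, which hold Socs2, and the layer IV and layer V markers. Only 3 members of any list passed the threshold over all genes, namely Socs2, Foxo1 and Cdh8.

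Markers of the layers of the cortex were examined next. Of 19 layer IV markers tested, 1 fell (Cdh8) and 0 rose, and adjusted over the list alone 2 were lower, Cdh8 and Zbtb16 (-0.26 ± 0.06, SE). The layer IV median was -0.043 (95% interval -0.115 to -0.0025; camera adjusted p = 0.0992), and 14 of the 19 differences were negative. It was -0.012 (-0.112 to 0.014) after quantile normalization and -0.019 (-0.112 to 0.020) after cyclic loess. Without control replicate 4 this list passed, with an adjusted p of 0.00083, and without mutant replicate 1 it passed with 0.0138, while its highest value over 14 alternatives was 0.253. With an estimated correlation the adjusted p of this list was 0.962 and 0.968 in those fits. Of 21 layer V markers 0 passed over all genes in limma, 5 had an unadjusted p under 0.05, and adjusted over the list alone 1 was higher and 2 were lower. Those were Ldb2, a LIM-domain binding cofactor (0.80 ± 0.15), Hsd11b1, an enzyme of glucocorticoid metabolism (-0.35 ± 0.08), and Slc17a8, a vesicular glutamate transporter (-0.32 ± 0.08). Ldb2 had an adjusted p of 0.197 over all genes and 0.0361 without control replicate 4 and 0.0448 with a trend in the prior over all 8 arrays, with 0.998 as its highest over the alternatives. None of the 24 markers of layers II-III or the 26 of layer VI and subplate passed either adjustment in limma, with 0 and 2 at an unadjusted p under 0.05. Their medians were 0.0016 and 0.0066, and the smallest p in each belonged to Rasgrf2 (0.18 ± 0.09) and Tbr1 (0.17 ± 0.07). For layer VI and subplate the mean was -0.023 and camera's direction down, so that the median differed in sign from both, and Crym read -0.22 ± 0.10.

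Markers of other cell types in the captured tissue did not pass either. Astrocyte markers had a median of 0.033 (22 of 30 differences positive; camera adjusted p = 0.0992) and endothelial markers of 0.021 (19 of 24 positive; adjusted p = 0.126). The astrocyte list passed without control replicate 3 (adjusted p = 0.00145), control replicate 4 (0.0184), mutant replicate 1 (0.0138) or mutant replicate 2 (0.000266), and the endothelial list without control replicate 4 (0.0184) or mutant replicate 2 (5.33e-05). With an estimated correlation neither list passed in these fits, with adjusted p of at least 0.872 for astrocytes and 0.348 for endothelium. Their highest adjusted p over the alternatives was 0.614 and 0.836. Interneuron markers had a median of 0.021 (adjusted p = 0.126, and 0.00665 without control replicate 4, at most 0.708), and Reln and Calb2 read 0.17 ± 0.07 and 0.24 ± 0.11. Microglia markers had a median of -0.034 (adjusted p = 0.419, and 0.0193 without control replicate 2, at most 0.895), and with an estimated correlation the adjusted p was 0.975 for interneurons and 0.833 for microglia in those fits. The microglia median was -0.0035 after quantile normalization and -0.0089 after cyclic loess. Of its markers Fcer1g read -0.29 ± 0.10 and P2ry12, a purinergic receptor of resting microglia, -0.27 ± 0.10. Medians were 0.0062 for the oligodendrocyte lineage, -0.065 for mural, fibroblast and meningeal cells, -0.073 for the 8 red blood cell genes tested and -0.0049 for genes of phagocytic microglia, with adjusted p from 0.631 to 0.960. Bcas1 and Cnp, of the oligodendrocyte lineage, read 0.24 ± 0.07 and 0.23 ± 0.07, while Pcdh15 of the same list read -0.17 ± 0.07. Of the 23 differences of that list, 12 were positive and 11 negative.

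Genes of cell death and survival gave no call apart from Foxo1. Of 32 pro-apoptotic genes tested out of 35 listed, 12 differences were positive and 20 negative, the median was -0.023 (95% interval -0.046 to 0.0073) and 0 passed either adjustment in limma, with 1 at an unadjusted p under 0.05. Casp8, that 1 gene and an initiator caspase, read -0.20 ± 0.08 (SE), and Bcl2l11, the BH3-only protein Bim, read -0.11 ± 0.06. The 25 anti-apoptotic genes had a median of 0.0088 and the 35 p53 targets of -0.038, again with 0 calls over all genes or over the list alone in limma and 2 and 1 members at an unadjusted p under 0.05. After quantile normalization and cyclic loess these medians were 0.018 and 0.017 for anti-apoptotic genes, -0.014 and -0.017 for p53 targets and -0.0099 and -0.012 for pro-apoptotic genes. Among 33 FoxO factors and targets 1 rose (Foxo1) and 0 fell, over all genes and over the list alone. The list's median was -0.0045, its mean 0.012 and camera's direction up (adjusted p = 0.726), so that the median and the test differed in sign. Foxo4 read 0.22 ± 0.08, with an adjusted p of 0.932 over all genes. Of 28 genes repressed by BCL6 in B cells 1 rose (Socs2) and 0 fell, and the median was 0.019 (camera adjusted p = 0.126, and 0.0413 without control replicate 4, at most 0.365; adjusted p = 0.975 there with an estimated correlation). Stress response genes had a median of -0.032 and interferon-stimulated genes of -0.012 (adjusted p = 0.631 and 0.930).

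Developmental signalling pathways were tested in the same way. The median was 0.0015 for 30 Notch pathway genes, 0.0085 for 49 Wnt genes, 0.039 for 15 Sonic hedgehog genes and -0.018 for 26 FGF genes, with camera adjusted p from 0.631 to 0.686 and 0 members called by limma, where 2, 2, 0 and 4 had an unadjusted p under 0.05. The members of smallest p were Hey1 (0.25 ± 0.09, SE), a Notch effector, Dkk3 (0.33 ± 0.10), of the Dickkopf family, and Fgf10 (-0.40 ± 0.10), a growth factor. Progenitor genes had a median of -0.025 and cell division genes of -0.0022 (adjusted p = 0.631 for both). Immediate early genes, which neuronal activity induces, were negative in 26 of 34 cases, with a median of -0.046 (adjusted p = 0.157), Dusp1 reading -0.22 ± 0.08. Voltage-gated channel genes had a median of 0.017 (adjusted p = 0.157), and adjusted over the list alone 1 was higher, Scn1a, a sodium channel (0.35 ± 0.08). This list passed without control replicate 2 (adjusted p = 0.0476) or control replicate 3 (0.0463), and its highest adjusted p was 0.687. With an estimated correlation its adjusted p was 0.833 and 0.947 in those fits. Of 14 GABA receptor genes 1 was lower over the list alone, Gabra2 (-0.33 ± 0.09), and the median was -0.035 (adjusted p = 0.686). Glutamatergic synapse genes (median 0.0067, adjusted p = 0.631) and axon guidance genes (0.0054, adjusted p = 0.188, and 0.0193 without control replicate 2, at most 0.962, or 0.833 there with an estimated correlation) had 0 calls in limma, with 2 and 6 members at an unadjusted p under 0.05. The medians of cholesterol synthesis, oxidative phosphorylation and ribosomal protein genes were 0.0066, -0.017 and -0.013, with adjusted p from 0.726 to 0.965. The ribosomal list passed upward without mutant replicate 1 (adjusted p = 0.00743), and the oxidative phosphorylation list passed downward without control replicate 2 (0.0467) and upward without control replicate 4 (0.0463), against highest values of 0.989 and 0.898. With an estimated correlation the adjusted p was 0.968 for the ribosomal list and 0.851 and 0.975 for the other in those fits. Of the cholesterol genes Ebp read 0.08 ± 0.10 (SE) and Hmgcs1 -0.06 ± 0.08. Under quantile normalization, median centring or cyclic loess the medians of 29 of the 33 lists moved by over 1.5 times, and those of 4 changed sign, namely cell division, phagocytic microglia, FoxO and ribosomal protein genes, none of them larger than 0.0134 in size as deposited. The median, the mean and camera's direction differed in sign in 7 lists, those of FoxO, layer VI and subplate, cell division, anti-apoptotic, cholesterol synthesis, glutamatergic synapse and phagocytic microglia genes.

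**Figure D2:**
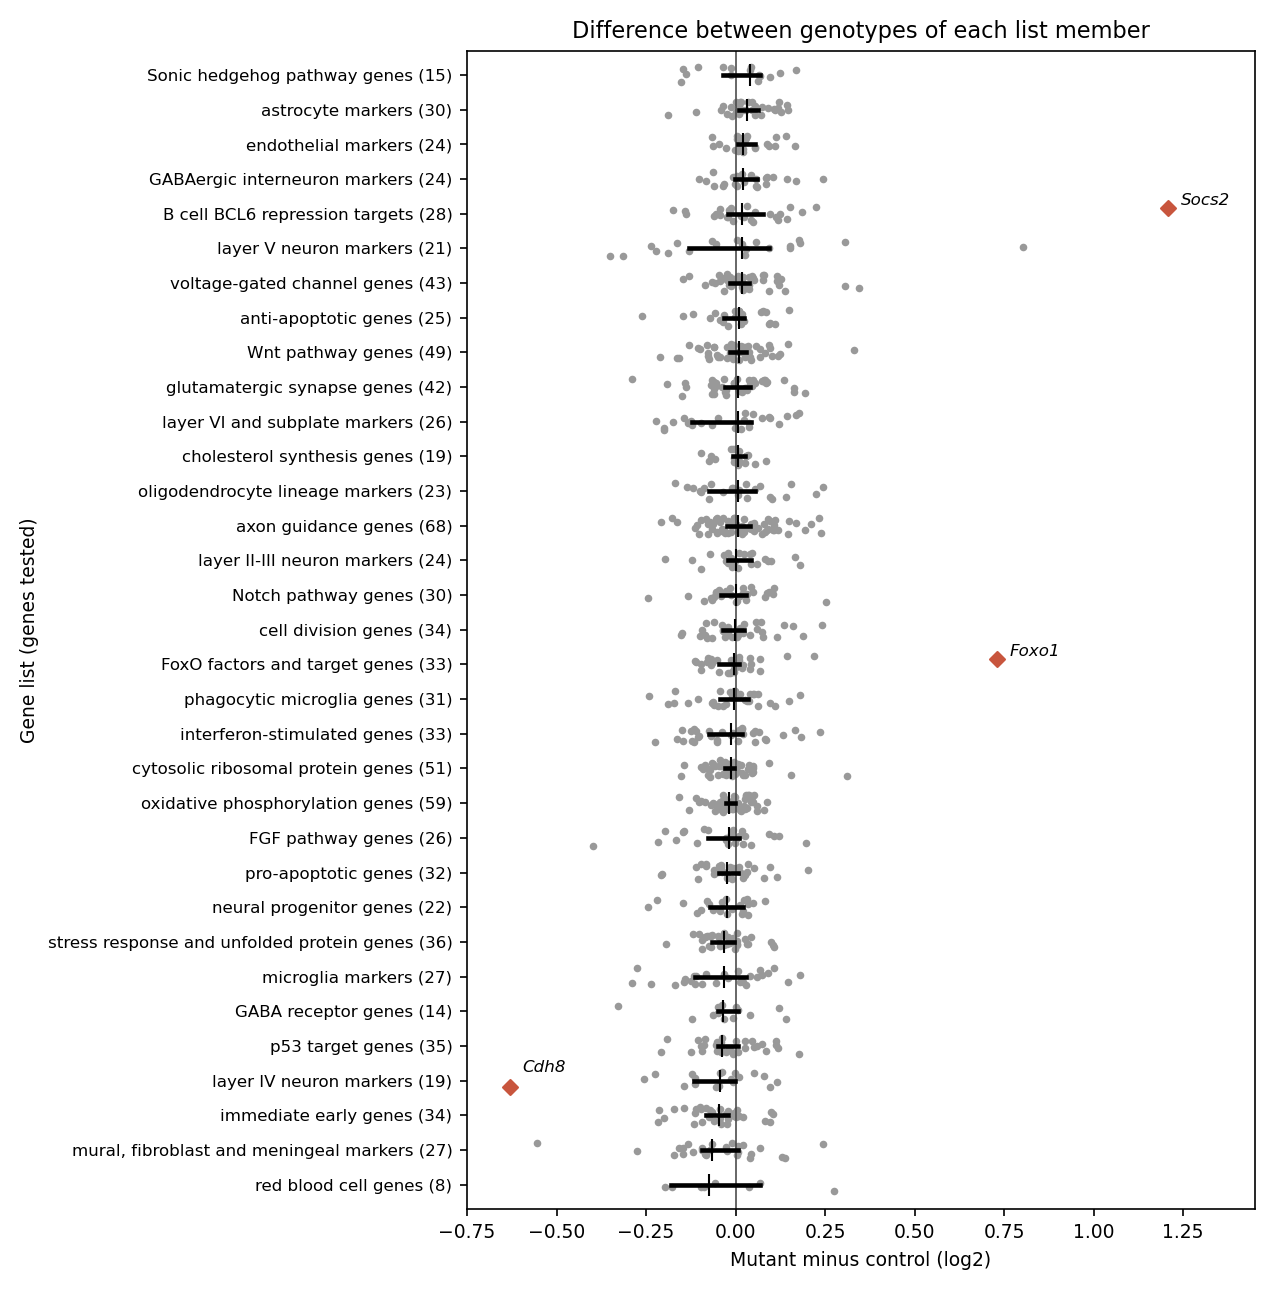
Difference between genotypes (x axis, mutant minus control, log2) for every tested member of the 33 gene lists (y axis, number of genes tested in parentheses), each point a gene, with a black bar for the 95% bootstrap interval of the median and a tick for the median. List medians lie between -0.073 and 0.039, and the 3 red diamonds, Socs2, Foxo1 and Cdh8, are the only members past the threshold over all genes.

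The neighbourhood of the Cre locus was examined because only mutants carry that allele. Of 147 tested genes within 10 Mb of Neurod6 on chromosome 6, in the gene order of GRCm38.p6, 0 passed the threshold over all genes in limma and 5 reached an unadjusted p under 0.01. These were Nfe2l3 (0.24 ± 0.07, SE), Fkbp9 (-0.24 ± 0.07), Ppm1k (-0.40 ± 0.10), Herc6 (-0.21 ± 0.06) and Pyurf (-0.24 ± 0.07). They were named, and this p chosen, after the values were seen, and in each the mutant and control values did not overlap. At that p were 5 of 147 neighbours, against 219 of all 19938 genes. At an unadjusted p under 0.05 there were 10 neighbours and at one under 0.001 there were 0.

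**Figure D3:**
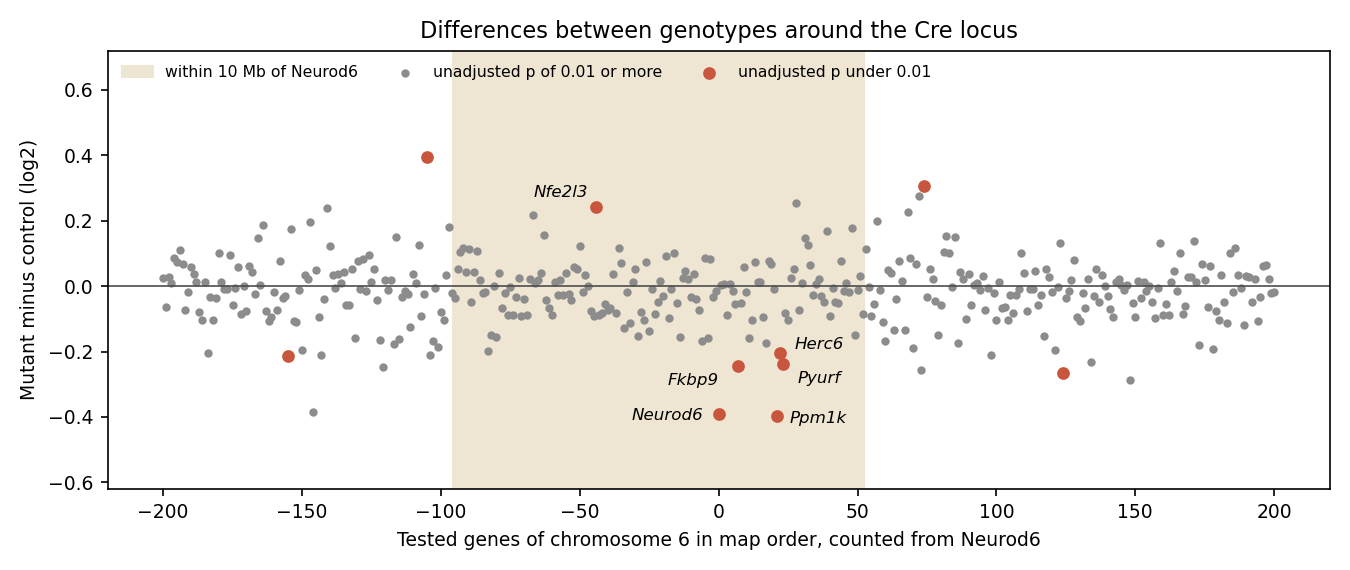
Difference between genotypes (y axis, mutant minus control, log2) for tested genes of chromosome 6 in map order, counted from Neurod6 at 0 (x axis), each point a gene, with the 10 Mb on either side shaded and genes at an unadjusted p under 0.01 in red. Neurod6 reads -0.39, and 4 of the 5 labelled neighbours lie below 0, with Ppm1k lowest at -0.40.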

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

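The tests of sex, of captured layers, of the labels and of the Bcl6 transcript were chosen only after the results were seen, while the splits of the arrays and the share of calls near Neurod6 were set before.

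For the first pattern, the 13 called genes, of the 35 ways to split the 8 arrays into 4 and 4, 1 gave as many calls, the real one. The highest count among the others was 0. This argues against a chance division of the arrays but cannot exclude it, since 1 of 35 is the smallest share this design allows. Sex was unequal. Without the 2 Xist arrays the 13 genes had a median size of 1.005 times that over all arrays, which argues against sex as the whole cause. All 13 kept their direction in that fit, but this could not have come out otherwise, since their groups do not overlap. Of the 11 calls lost there, 5 had a smaller and 6 a larger difference, at 0.875 to 1.16 times the size, and all 11 a larger SE, at 1.12 to 1.34 times: Foxo1 went from 0.73 ± 0.106 (SE) to 0.75 ± 0.127 and Chrm3 from 0.55 ± 0.0767 to 0.48 ± 0.0931. More tissue of layers V and VI in the mutant captures would raise markers of those layers. The 23 that lie above the median level had a median difference of 0.026 (95% interval -0.067 to 0.12), so no general rise of these markers was seen. The distance of this median from the median rise of 0.616 of the called genes says little, since those were picked as extreme. Single markers went both ways. In layer V, Ldb2 read 0.80 and Fezf2 0.30, against -0.35 for Hsd11b1, with 12 differences positive and 9 negative. Hsd11b1, at 5.03 in controls, lies below the median level and is not among the 23. Of markers above that level, Ldb2 (7.58 in controls) and Tbr1 (8.90) read higher in mutants, by 0.80 and 0.17. Cdh18 of layer VI and subplate (5.90) read -0.20. A median over markers that go both ways cannot decide this, and a surplus of such tissue is neither shown nor excluded. Passenger DNA around the Cre gene that acts on genes within 10 Mb of Neurod6 is not the source, since 0% of the calls lay there. Effects of such DNA on genes farther away were not tested. An effect of the mutant genotype stays open, but the Bcl6 signal does not show the deletion, and loss of Bcl6, Cre itself and 1 intact Neurod6 allele fewer go together in this design.

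The second pattern is the higher Bcl6 signal in all 4 arrays labelled mutant. A single mislabelled sample is argued against, since none of 8 moves of 1 array to the other group gave over 0 calls in limma, against 13 as labelled. None of 16 exchanges of 1 control with 1 mutant array did so either. These exchanges are among the 35 splits counted above, so for an exchanged pair they add no evidence beyond that result. Neurod6 lay lower in all 4 mutants (exact permutation p = 0.02857, the smallest the design allows), but Bcl6 gives the same p, 549 genes separate the groups as chance allows, and the adjusted p of Neurod6 over all genes was 0.535. An exchange of the whole groups therefore cannot be told apart from other explanations by this value. Whether the Bcl6 difference of 0.374 comes from transcript outside the deleted part cannot be told apart from other explanations, since values of single probes were not used here.

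Xist was measured outside the comparisons and stood at 9.78 in mutant replicate 1 and 9.76 in mutant replicate 4, against 2.64 to 3.41 in the controls. Neurod6 read 9.41 in control replicate 2, apart from the 9.15 to 9.17 of the other controls. Fam180a read 4.21 in control replicate 1, apart from 3.84 to 3.90 in the other controls. Such gaps in groups of 4 were sought in 52 groups of values, where chance gives about 2.6.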

How the results depend on the processing

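Cyclic loess, leaving out the 2 Xist arrays the tests of the lists over splits and their estimated correlation in each alternative were chosen after seeing the data. The 13 called genes kept their direction in all 257 values counted under an alternative, of which 150 stayed past the threshold and 107 did not. The kept direction says little. Filters and priors leave the difference itself unchanged, and leaving out arrays cannot reverse genes whose groups do not overlap. The count of 257 leaves out the other thresholds, the two-sample t-test, which kept 0 of the 13 calls, and every probe set as a row, which kept 1. In the same count 4 of 2623 values of the 135 other named genes newly passed. Of those 2623, 2 reversed, both of genes far from the threshold: when 1 array was left out Ebp ran from -0.017 (without control replicate 1) to 0.14 and Hmgcs1 from -0.11 to 0.0063 (without mutant replicate 2). The count of higher genes, 10, stayed within 1.5 times after quantile normalization (8), median centring (9), cyclic loess (8), both filters on dim genes (10), the trend (13) or robust (10) prior, array weights (9) and the mean of probe sets (10). Genes called lower, 3 at first, numbered 1 after quantile normalization, median centring, cyclic loess or leaving out the lower 50% of genes by level. Higher and lower counts were 3 and 1 with the Y-linked level as covariate, 2 and 0 without the 2 Xist arrays, 1 (Islr2) and 0 with every probe set as a row, and 0 and 0 in the two-sample t-test after adjustment. At an unadjusted p under 0.05 the last gave 312 higher and 567 lower genes and every probe set 694 and 873. Neither exceeds the share of 0.05 of the rows tested that chance gives. An unadjusted p under 0.001 gave 22 and 18, where chance gives 19.9 in all, and an adjusted p under 0.10 the same 10 and 3. Leaving out 1 array gave 3 to 9 higher and 0 to 4 lower genes. The replicate block gave 4 higher and 1 lower; the numbers are not taken as pairs, since same-numbered deviations correlated at -0.012, 0.029, 0.040 and 0.16 and only 3 of 8 arrays correlated best with their own number. Bcl6 and Neurod6 kept direction and side of the threshold throughout. The lists past the threshold, 0, numbered 1 without the 2 Xist arrays (ribosomal proteins, adjusted p = 0.0174) and 0 to 6 when 1 array was left out, but 0 in all of these with an estimated correlation (camera, 0 or 1 at an unadjusted p under 0.05, smallest adjusted p 0.348). The cause of these changes was not tested, beyond the fewer arrays or the more rows tested in some. Other splits of the arrays decide nothing for the lists, since all 35 give at least the real count of 0. Besides the real split, 30 gave 1 or more lists, up to 12, with the preset correlation, and 2 did, with at most 1 list, when it was estimated. Without detection calls, it is not known how far Pkp2, Wdr66 and Lefty2, below the median level, lie above background.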

Other observations

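With the 13 called genes included, 40 genes reached an unadjusted p under 0.001, where chance gives 19.9. Of the 22 that were higher in mutants, 18 lay above the median level of all genes, and of the 18 that were lower, 2 did. Besides those named in the report, the higher ones included, chosen after their values were seen, Igfbp5, a binding protein of insulin-like growth factors (0.57 ± 0.13, SE, n = 4 per group), Prss12, the synaptic protease neurotrypsin (0.73 ± 0.14), Ryr2, a calcium release channel (0.45 ± 0.09), and Pcdh20, a protocadherin (0.39 ± 0.09). None of these passed limma's adjusted threshold, and the smallest adjusted p among the 4 was 0.217, that of Prss12, which did pass without control replicate 2.

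The tests in this paragraph were chosen after the result was seen. The third pattern is the group of genes around Neurod6, where 5 of 147 neighbours within 10 Mb had an unadjusted p under 0.01 (odds ratio 3.22), 4 of them close together in gene order and so not independent. Of 16035 overlapping windows of as many genes elsewhere on the autosomes 3.25% held as many, and the share of genes at that p was 7.69% within 2.5 Mb (4 of 52), 5.68% within 5 Mb, 2.52% within 20 Mb and 0.896% on the rest of the chromosome, in windows that contain one another. The pattern depended on the p chosen, since the share of windows was 16.5% at a p under 0.05, 10.3% at 0.02 and 5.81% at 0.005, and at 0.001 no neighbour was left. Chance clustering and DNA of another strain carried along with the Cre allele therefore cannot be told apart here, and both stay open, the fall with distance being what carried-along DNA would give and the dependence on p leaving room for chance.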
